A study of Mus musculus with 13 samples. Its data were reported in "Breakage-Fusion-Bridge Events Trigger Complex Genome Rearrangements and Amplifications in Developmentally Arrested T Cell Lymphomas" (2019).

How the data were processed

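Messenger RNA was sequenced from thymic T cell lymphomas of mice that lack the tumour suppressor p53 (p53-/-, 5 libraries), from lymphomas of mice that lack both p53 and RAG2 (Rag2-/-p53-/-, 5 libraries), and from wild-type thymuses (WT, 3 libraries). RAG2 is a subunit of the nuclease that starts V(D)J recombination, the assembly of antigen receptor genes. Each library came from a different mouse. The WT mice were C57BL/6 and the tumour-bearing mice were of a mixed C57BL/6 and 129S6/SvEv background, so strain and genotype cannot be separated in any comparison with WT. RNA came from single-cell suspensions, and libraries were made with a stranded kit for polyadenylated RNA. The libraries were run on 2 sequencer models and with 2 read lengths, which the sources used here do not tie to samples, so no batch term could be fitted.

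The authors aligned reads to mouse genome build GRCm38 (mm10) with STAR 2.4.0g1, after base call conversion with bcl2fastq 1.8.3. The authors then removed duplicate reads with Picard, kept uniquely mapped reads, counted reads per Ensembl gene with HTSeq-count, and fitted DESeq2 1.6.3. Versions are those in the submitters' processing notes. The table they deposited holds 43629 genes with 13 columns of score values, which are gene counts that the authors divided by DESeq2 size factors and rounded to whole numbers. These are called normalized counts here, and they are not raw counts. The same deposited table gives the authors' fold change (a linear ratio) of each tumour genotype over WT, and the log2 of that ratio. It also gives the authors' Wald p-value and its adjusted p-value. The authors' mean over all samples was not used, because it lay within 1% of the mean of the 13 columns for 4.9% of the 10859 genes at 100 or more. The 37 mitochondrial genes in the table were listed at 0 in every library, so a mitochondrial share was not computed. Removal of duplicates caps the values of the most abundant genes, and the rule of unique mapping takes reads from near-identical gene copies, so such genes are described as uncertain.

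Depth was estimated from the values themselves. Dividing whole counts by a size factor and rounding leaves a regular spacing, the step that 1 read is worth, and a library's total divided by its step gives its reads. A step was taken as resolved when its log-likelihood exceeded that of the next best step by more than 20. Steps were resolved in 9 of the 13 libraries. Where a step is below 1, rounding merges neighbouring read counts, so whole reads could not be recovered across the table and no count model was run. Replicates were compared pair by pair for duplicated libraries. The lowest median ratio of the squared difference between 2 replicates to counting noise was 2.84 (WT 1 and 3, with a step of 1 where it was unresolved), so all 13 libraries entered as separate samples.

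The planned design assumed raw counts. As the files hold normalized values, the planned quasi-likelihood count test was replaced by limma 3.58.1 in R 4.3.3, with a trend in the empirical Bayes step, on log2(value + 2). A fold change on this scale understates the change of genes near 0. Genes with a value of 10 or more in at least 3 libraries were tested (16010 genes). All 13 libraries were in 1 model with a 3-level genotype factor. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds the authors used. Settings chosen beforehand that needed raw counts were replaced as follows. The change of normalization became a median-of-ratios rescaling of the 13 columns, with and without chromosome 9. Voom with quality weights became limma with array quality weights. The test against a minimum fold of 1.5 became limma's treat, and the DESeq2 alternative became the authors' deposited DESeq2 results, which cover the comparisons with WT.

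The chromosome 9 region was fixed before the data were examined, as the span from the first start to the last end of 11 cancer genes that the study lists in cytogenetic bands 9qA4 to 9qA5.3. The score of a library was the median over the region's tested genes of log2(value + 2) minus the gene's WT mean, minus the same median over tested autosomal genes outside chromosome 9. WT scores are held near 0 because WT is their own reference. Scores were compared with two-sided exact permutation tests. The WT reference was not recomputed for each permutation, so the p-values of scores against WT are not strictly exact. Region genes were compared with other genes by Fisher's exact test, and the region, the gene lists and 433 bins of 5 Mb with at least 10 tested genes were tested with camera at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry, which asks whether the genes of a set move one way on balance, were alternatives. Chromosome scores were made as the region score, over each autosome.

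The 24 gene lists were fixed before the data were examined. They were amplicon cancer genes, early progenitor and DN thymocyte genes, DP and post-selection thymocyte genes, SP and mature T cell genes, TCR constant, CD3 and proximal signalling genes, V(D)J recombination factors, p53 target genes, Notch pathway genes, cell cycle genes, MYC and ribosome biogenesis genes, T cell lymphoma oncogenes and tumour suppressors, KMT2A target genes, DNA break repair and checkpoint genes, interferon-stimulated genes, dissociation stress genes, and markers of B cells, macrophages, dendritic cells with MHC class II, granulocytes, erythroid cells, thymic epithelium, fibroblasts and stroma, endothelium, and NK and cytotoxic cells. Genes were named by a rule fixed at the same time. It named Trp53, Rag1, Rag2 and the amplicon cancer genes in every comparison. It added the 6 largest and the 6 smallest fold changes per comparison among called genes with an average log2 CPM of at least 2 and no overlap between groups, leaving out receptor segments, immunoglobulin genes, predicted genes and pseudogenes. It also added up to 4 called members per list with the largest absolute change (the most abundant member where none was called), and the 6 region genes that rose most between the tumour genotypes. Average log2 CPM was taken as the mean log2(value + 2) rescaled by the mean column total to the CPM scale. Not every gene so named is printed.

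Transcript GC content and length came from the longest GENCODE transcript of each Ensembl gene on GRCm38, which matched 99.3% of the tested genes. Settings added after the values were seen were the removal of per-library trends on GC content and log2 length (natural splines with 5 degrees of freedom, fitted on autosomal genes outside chromosome 9), scaling of each column to the same total, pseudocounts of 10 for all results and of 0.5 outside the set tests, robust empirical Bayes, a score reference of the 3 group means, and removal of the 2 libraries with the fewest estimated reads. Settings fixed before the data were examined were no filter on low values, a group mean of at least 10, only the groups compared, no fold cutoff, removal of receptor genes and the X and Y chromosomes, a region extended by 2 Mb, all of chromosome 9, other centrings, a mean in place of a median, genes of average log2 CPM of at least 3, bins of 10 Mb, a pseudocount of 0.5 in the set tests, and leaving out each library in turn.

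The steps were tested on simulated data. Changes were planted in 100 of the 16010 tested genes per size. All lay outside the region and had a mean log2(value + 2) of at least 5, so genes at lower levels are not covered. Of the planted genes, limma called 86.0% at a log2 change of 3 and 69.0% at 1.5 for Rag2-/-p53-/- vs WT. It called 87.0% and 58.0% for p53-/- vs WT, and 89.0% and 66.0% for Rag2-/-p53-/- vs p53-/-. The numbers of unplanted genes called were 4, 9 and 5. A region difference planted at 1 came back as 0.92, 1.03 and 0.98 in the same order. A GC trend planted between the tumour genotypes had a Spearman rho of -0.76 across genes before correction and 0.01 after. Chance overlap of the comparisons that share the WT libraries was simulated with 100 data sets of unchanged groups, in which the WT values were simulated too. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9 were used for depth, gene features and plots. All intervals and precision statements cover counting error or the spread between these mice only.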

Results

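Transcript levels were measured in 5 Rag2-/-p53-/- thymic lymphomas, 5 p53-/- thymic lymphomas and 3 WT thymuses. Lymphomas without RAG2 arise from T cell progenitors that cannot assemble antigen receptor genes. The study asked whether a chromosome 9 region that it found amplified in these tumours was also overexpressed. Column totals lay between 19.8 and 21.6 M normalized counts in WT, between 18.7 and 21.2 M in p53-/- and between 23.5 and 26.8 M in Rag2-/-p53-/-. As these totals were set by the authors' normalization, depth was read from the spacing of the values. The estimate was 6.6 M reads for WT 2 and 34.2 M for WT 3, and between 8.7 M (p53-/- 5) and 27.3 M (p53-/- 4) in p53-/-. It was 33.8 M for Rag2-/-p53-/- 2 and 58.2 M for Rag2-/-p53-/- 4, and the remaining 4 libraries could not be resolved. Among the 9 resolved libraries, low values in WT 2 and p53-/- 5 are therefore the least precise. Pearson correlations between replicates, across genes, were 0.983 to 0.996 in WT, 0.902 to 0.966 in p53-/- and 0.921 to 0.965 in Rag2-/-p53-/-. The first principal component (39.0% of the variance) set the Rag2-/-p53-/- libraries apart, and the second (23.6%) placed WT above all p53-/- libraries.

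The targeted genes still gave reads in the mutants. Trp53 was at 5075 ± 1098 normalized counts in WT (SD, n = 3), 3600 ± 588.1 in p53-/- (n = 5) and 1301 ± 200.3 in Rag2-/-p53-/- (n = 5). Rag2 was at 4703 ± 629.6, 2027 ± 1550 and 2238 ± 376.3 in the same groups. A gene total includes parts outside a targeted deletion, and the part removed is not given in the sources used here, so these values do not check the labels. Rag1, the partner of RAG2 in the nuclease, was at 56697 ± 12328 in WT, 16057 ± 10469 in p53-/- and 27246 ± 4964 in Rag2-/-p53-/-.

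Levels in Rag2-/-p53-/- libraries also varied with base composition. For the 651 tested genes with a transcript GC content over 0.6, the median log2 value relative to WT was -1.09, -1.04, -1.46, -1.56 and -1.67 in the 5 Rag2-/-p53-/- libraries and between 0.12 and 0.53 in the p53-/- libraries. For the 981 genes at or below 0.4 it was -0.05 to 0.59 and -0.64 to -0.34. Across genes, which are not independent replicates, Spearman's rho of GC content with log2 fold change was -0.49 for Rag2-/-p53-/- vs p53-/-, -0.26 for Rag2-/-p53-/- vs WT and 0.20 for p53-/- vs WT. Gene counts after removal of the GC and length trends are therefore given for the comparisons that involve Rag2-/-p53-/-, with corrected values for some lists and genes.

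**Figure D1:**
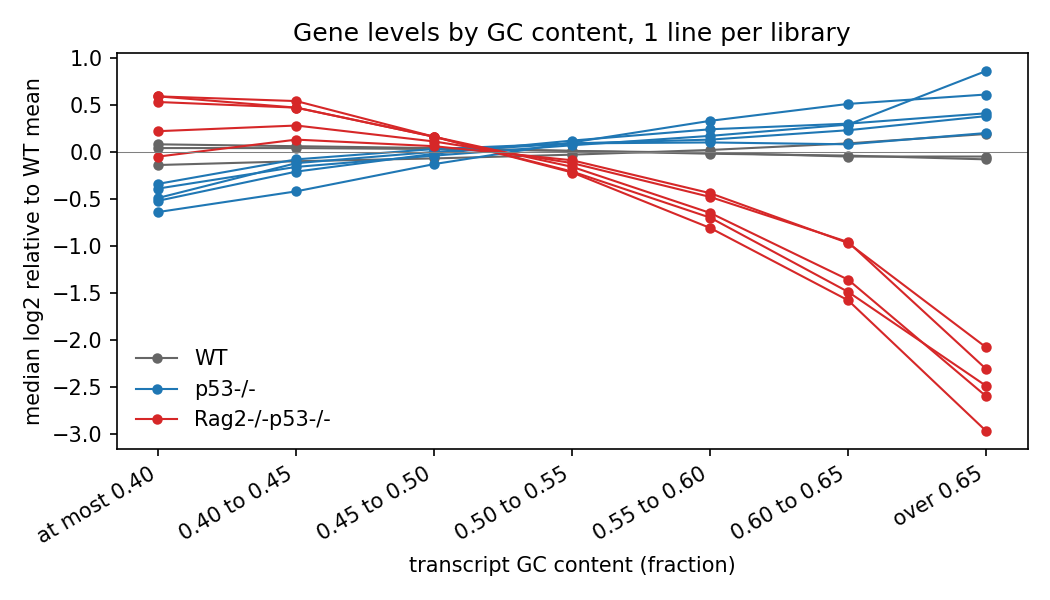
Median log2 value relative to the WT mean (vertical axis) of tested genes in 7 classes of transcript GC content (horizontal axis), with 1 line per library coloured by genotype. In the class over 0.65 the Rag2-/-p53-/- libraries sit between -2.97 and -2.08, and the p53-/- libraries between 0.20 and 0.86.

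The comparison of Rag2-/-p53-/- lymphomas with WT thymus asked what distinguishes RAG2-deficient tumours from normal thymocytes. Some cell cycle and MYC genes were higher in the tumours, and many genes of early and maturing T cells and markers of B cells, granulocytes, dendritic cells and thymic epithelium were lower. None of these list calls remained when the correlation between genes was estimated. Among single genes, Cdkn2a, which encodes inhibitors of the cell cycle, went from 3.67 ± 0.58 to 1066 ± 732.4 normalized counts, a log2 fold change of 7.33 (SE 0.40; limma adjusted p = 9.4e-08). Ccnd2, encoding a D-type cyclin, went from 6198 ± 463.6 to 34.00 ± 24.95 (log2 -7.69), while its relative Ccnd1 rose by 2.06. Notch1, a receptor that drives early T cell development, rose from 10112 ± 959.3 to 41025 ± 10883 (log2 1.98, SE 0.49, limma adjusted p = 0.0047).

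In all, 2352 genes were higher and 3428 lower among the 16010 tested, and 2334 and 2926 after removal of the GC and length trends, when 2741 of the lower calls were kept. With each column scaled to the same total, which moved the median of all genes by -0.23, the numbers were 1650 and 4067, so the share of higher calls went from 40.7% to 28.9%. In the authors' deposited table, 3079 genes were higher and 4299 lower at the same thresholds. Of the 5780 genes called here, 5486 were called there too, and 0 were called in the opposite direction.

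Among genes with an average log2 CPM of at least 2 whose libraries did not overlap between the groups, predicted genes and pseudogenes left out, the largest increase was in Ifi202b, an interferon-inducible gene whose level is known to differ between inbred strains (5 ± 4.36 in WT, 6799 ± 3681 in tumours, log2 9.90, limma adjusted p = 1.2e-07). H2-T3, a nonclassical MHC class I gene, went from 29.67 ± 6.03 to 16106 ± 3340 (log2 8.98), and Brinp2, Aif1l and Asns, the last encoding asparagine synthetase, rose by 8.67, 7.54 and 7.33. The largest decreases besides Ccnd2 were in Slc6a19, an amino acid transporter gene (log2 -7.67), Jund, an AP-1 subunit (-7.42), Socs1, an inhibitor of cytokine signalling (-6.39), Trim12a (-6.15) and Slfn1 (-6.02). Jund has a GC content of 0.671, and its log2 fold change after removal of the GC and length trends was -5.79.

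Of the 21 cell cycle genes, 11 were higher and 0 lower (camera adjusted p = 2.3e-07; adjusted p = 0.20 with an estimated correlation). Cdk1, the mitotic kinase, rose by 1.69, the replication helicase subunits Mcm6 and Mcm3 by 1.68 each and Top2a by 1.57. MYC and ribosome biogenesis genes were higher in 11 of 15 (camera adjusted p = 1.1e-05; 0.24 with an estimated correlation as adjusted p), with the nucleolar genes Npm1, Ncl and Nop58 up by 1.72, 1.66 and 1.65. DNA break repair and checkpoint genes were higher in 10 of 20 (camera adjusted p = 4.4e-04; adjusted p = 0.20 with an estimated correlation). The checkpoint kinase gene Chek1, which lies in the chromosome 9 region, rose by 3.14, and Brca1, Xrcc6 and Brca2 by 2.59, 2.09 and 1.54. After removal of the GC and length trends, 9 cell cycle, 12 MYC and 6 repair genes were higher, against 7, 6 and 6 with each column scaled to the same total. After that removal the same 14 lists passed camera in this comparison.

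Many thymocyte maturation genes were lower. SP and mature T cell genes were lower in 6 of 10 (camera adjusted p = 0.0015; adjusted p = 0.24 with an estimated correlation), among them Zbtb7b, the CD4 lineage regulator (log2 -6.61), and the egress and homing genes S1pr1 (-6.59), Klf2 (-5.89, and -4.92 after removal of the GC and length trends) and Ccr7 (-5.85). DP and post-selection genes were lower in 8 of 10 (camera adjusted p = 0.01; adjusted p = 0.20 with an estimated correlation). Cd4 went from 23684 ± 6090 to 1185 ± 1217, and the log2 fold changes of Cd4, Cd5 and Cd28 were -4.92, -5.04 and -3.35. The decreases were uneven between tumours. Cd28 was at 314, 60, 3811, 6361 and 608, against 7712 to 8238 in WT. Cd5 was at 24, 17, 904, 518 and 1239, against 6131 to 7014. Early progenitor and DN genes were also lower in 7 of 14 tested (camera adjusted p = 0.01; adjusted p = 0.20 with an estimated correlation), with Erg at -5.35, Bcl11a at -4.84, Cd44 at -3.14 and Flt3 at -2.76. Of 13 TCR constant, CD3 and signalling genes tested, 3 were higher (Cd3d, log2 1.31, with Cd3e and Cd3g, all inside the chromosome 9 region), and 4 lower, including Tcrg-C2 (-5.35), Trac (-2.61) and Cd247 (-1.17). That list did not pass camera (adjusted p = 0.66), and its median of -0.26 became 0.09 after removal of the GC and length trends, when only Cd3d was still called higher (1 gene was with each column scaled to the same total).

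Some markers of other thymic cells were lower as well. B cell markers fell in 6 of 8 (camera adjusted p = 4.4e-04; adjusted p = 0.20 with an estimated correlation), with Ms4a1 and Pax5 listed at 0 in all tumours against 253.0 ± 64.16 and 61.67 ± 7.51 in WT. Granulocyte markers fell in 4 of 4 tested (camera adjusted p = 4.4e-04; adjusted p = 0.059 with an estimated correlation), for example Mpo (log2 -5.70). Dendritic cell and MHC class II markers fell in 7 of 7 (camera adjusted p = 0.002; adjusted p = 0.26 with an estimated correlation), and thymic epithelial markers in 5 of 8 (0.015; 0.26), for example Krt8 (log2 -4.87). NK and cytotoxic markers were lower in 5 of 7 and higher in 1 (camera adjusted p = 0.014; adjusted p = 0.24 with an estimated correlation). Interferon-stimulated genes were lower in 8 of 11 (camera adjusted p = 0.0085; adjusted p = 0.26 with an estimated correlation), with Oasl2 at -4.26 and Ifit1 at -3.56. Dissociation stress genes, which respond to tissue handling, were lower in 5 of 10 (camera adjusted p = 0.01; adjusted p = 0.26 with an estimated correlation), with Junb at -5.91 and Egr1 at -4.44. This list has a median GC content of 0.566, and its median log2 change of -2.45 was -2.28 after the correction.

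Lists that did not pass camera were p53 target genes (4 of 16 lower, adjusted p = 0.13), with the apoptosis genes Bbc3 at -5.15 (-3.77 after removal of the GC and length trends) and Pmaip1 at -2.51, KMT2A target genes (1 higher and 4 lower of 7, adjusted p = 0.21), with Hoxa7 at -6.60 and Pbx3 at 3.15, and Notch pathway genes (2 of 8 higher, adjusted p = 0.45), with Hes1 at 1.90. The same held for T cell lymphoma genes (5 higher and 5 lower of 17, camera adjusted p = 0.60) and V(D)J recombination factors (1 of 3 lower, 0.66). It also held for macrophage (1 of 10 lower, camera adjusted p = 0.60), erythroid (1 of 5 lower, 0.20), fibroblast (0 of 7 past the threshold, 0.42) and endothelial markers (2 of 3 lower, 0.16). Adjusted over the list alone, counts matched those over all genes tested, except for 3 p53 targets lower, 5 KMT2A targets lower, 6 NK markers lower and 0 recombination factors. With the GC and length trends removed, 2 p53 targets were higher and 5 lower, and 3 Notch genes were higher.

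The comparison of p53-/- lymphomas with WT thymus asked what distinguishes RAG-proficient, p53-deficient tumours from normal thymocytes. Some cell cycle and MYC genes were again higher and most mature T cell genes lower, list calls that did not remain when the correlation between genes was estimated. Cdkn2a reached 4508 ± 960.4 normalized counts (log2 9.61, SE 0.40; limma adjusted p = 1.3e-08). Ccnd1 rose from 237.0 ± 69.42 to 3600 ± 1352 (log2 3.88, limma adjusted p = 8.0e-06), Myc rose from 2660 ± 281.5 to 7168 ± 1692 (1.40), and Ccnd2 fell (-5.96). Il2ra, the CD25 receptor chain of DN thymocytes, fell from 3545 ± 150.5 to 76.40 ± 63.99 (log2 -5.93, SE 1.28; limma adjusted p = 0.004).

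In all, 1482 genes were higher and 2048 lower. In the authors' deposited table, 2429 genes were higher and 1999 lower, and it shared 3167 of the 3530 calls made here, with 0 in the opposite direction. Removing WT 2 and p53-/- 5, the libraries with the fewest estimated reads, left 1035 higher and 1562 lower.

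Further large increases were in Stc2, a secreted glycoprotein gene (6.00 ± 2.65 to 2750 ± 1719, log2 8.25), Aif1l (7.80), the transcription factor gene Sall3 (7.76) and Cym, encoding the protease chymosin (7.51). Rims4 was listed at 0 in every WT library and at 1742 ± 1576 in the tumours (limma adjusted p = 9.7e-05). Large decreases were in Dgkeos (log2 -6.55), Slc6a19 (-6.35) and Tdrp (-6.09). Dgkeos lies antisense to another gene, and the strand setting of the counting is not given in the sources used here, so its value is uncertain. Xist, the RNA that silences the inactive X chromosome, was at 26404 to 30159 in WT and at 2, 1, 12010, 1 and 0 in the p53-/- libraries. In the Rag2-/-p53-/- libraries Xist was at 36, 46, 64977, 49419 and 78850. Xist was thus high in every WT library but not in every tumour. A difference in the sex of the animals, which the labels do not give, may enter the comparisons with WT and was not modelled.

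Cell cycle genes were higher in 8 of 21 and lower in 0 (camera adjusted p = 1.4e-08; adjusted p = 0.16 with an estimated correlation), led by the mitotic kinases Aurkb and Aurka, up by 1.43 and 1.32. MYC and ribosome biogenesis genes were higher in 6 of 15 (camera adjusted p = 3.4e-06, and 0.21 with an estimated correlation), with Srm up by 1.64. After removal of the GC and length trends 5 cell cycle and 4 MYC genes were higher, and both lists still passed (camera adjusted p = 2.3e-08 and 1.7e-05). Fibroblast and stromal markers were higher in 5 of 7 tested (camera adjusted p = 0.012; adjusted p = 0.29 with an estimated correlation). The collagen genes Col1a2, Col1a1 and Col3a1 rose by 3.30, 3.24 and 2.67, and Sparc by 3.23. Of 10 macrophage markers 2 were higher, Cd68 (1.74) and C1qb (1.39), and the list did not pass (camera adjusted p = 0.073). After removal of the GC and length trends 1 macrophage marker was called higher.

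SP and mature T cell genes were lower in 9 of 10 (camera adjusted p = 7.1e-05; adjusted p = 0.16 with an estimated correlation), with Ms4a4b at -5.43, S1pr1 at -5.25 and Ccr7 at -4.44. DP and post-selection genes were lower in 5 of 10 (camera adjusted p = 0.0013; adjusted p = 0.16 with an estimated correlation). Cd4 fell to 2406 ± 669.7 (log2 -3.32), and the gut-homing receptor gene Ccr9 and Themis were at -2.59 and -1.67. Early progenitor and DN genes were lower in 4 of 14 (camera adjusted p = 0.016; adjusted p = 0.16 with an estimated correlation). TCR constant, CD3 and signalling genes were lower in 2 of 13, Tcrg-C4 (-3.36) and Tcrg-C2 (-2.72), and passed camera (adjusted p = 0.047, and 0.46 with an estimated correlation). After removal of the GC and length trends 1 of the 13 was called lower, and the list still passed (camera adjusted p = 0.014). Interferon-stimulated genes were lower in 6 of 11 (camera adjusted p = 0.012; adjusted p = 0.29 with an estimated correlation).

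Granulocyte markers fell in 4 of 4 (camera adjusted p = 4.5e-05), and this list alone also passed with an estimated correlation (adjusted p = 0.023). S100a8 was at -4.75 and Mpo at -4.72. B cell markers were lower in 5 of 8 (camera adjusted p = 7.7e-04; adjusted p = 0.16 with an estimated correlation), NK markers in 5 of 7 with 1 higher (0.0045; 0.16), thymic epithelial markers in 4 of 8 (0.03; 0.31), and dendritic cell and MHC class II markers in 3 of 7 (0.016; 0.36). Lists that did not pass camera were p53 target genes (1 higher and 4 lower of 16, adjusted p = 0.22), V(D)J factors (1 of 3 lower, 0.065), Notch genes (1 higher and 1 lower of 8, 0.76), T cell lymphoma genes (3 higher and 2 lower of 17, 0.75) and KMT2A targets (1 higher and 4 lower of 7, 0.13). DNA repair genes (2 of 20 higher, camera adjusted p = 0.19), dissociation stress genes (1 higher and 2 lower of 10, 0.97), erythroid markers (0 of 5, 0.55) and endothelial markers (2 of 3 lower, 0.15) did not pass either. After removal of the GC and length trends the repair list did pass (5 of 20 higher, camera adjusted p = 0.024). The stress list had a median of 0.73 and a camera direction below 0. Adjusted over the list alone, counts matched, except for 6 early progenitor, 6 DP, 8 interferon and 6 B cell genes lower, 2 recombination factors lower and 1 macrophage marker higher.

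The tumour genotypes shared 685 genes higher than WT and 1386 lower, and 73 genes moved in opposite directions. After removal of the GC and length trends 847 and 1429 were shared. Simulated unchanged groups, compared with the same simulated WT values, gave means of 0.00 shared genes in either direction. Without a group effect few genes can pass the thresholds, so that count does not measure what the shared WT libraries add. Independent lists of these sizes would share 217.72 and 438.51. Because the WT libraries were common to the comparisons and 3 libraries cannot be split into parts of at least 2, part of the excess can come from them. The correlation of log2 fold changes across genes was 0.62, against 0.63 in the simulation. The covariance was 1.52 against 0.22, a difference of 1.30.

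The comparison of Rag2-/-p53-/- with p53-/- lymphomas asked what the absence of RAG2 adds. It first asked whether the chromosome 9 region of the amplicon cancer genes is overexpressed. The region spanned chromosome 9 from 32116136 to 45984871 on GRCm38 (13.87 Mb, 339 annotated genes, 114 tested). It is shorter than the stretch that the study reported as amplified, so amplified genes can lie outside it. By the median over tested genes it was about 2.04-fold higher in Rag2-/-p53-/- than in p53-/- lymphomas. The region score was 1.19 ± 0.40 in Rag2-/-p53-/- (SD, n = 5; libraries at 0.93, 0.88, 1.41, 0.94 and 1.80), 0.17 ± 0.13 in p53-/- (n = 5) and 0.00 ± 0.00 in WT (n = 3), which is its own reference. The difference between tumour genotypes was 1.03 on the log2 scale (two-sided exact permutation p = 0.0079, the smallest that 5 against 5 allow), and 0.95 after removal of the GC and length trends. With no low-value filter it was 0.59, and 0.62 against WT. Against WT the differences were 1.19 for Rag2-/-p53-/- and 0.17 for p53-/- (exact permutation p = 0.036 each, the smallest that 5 against 3 allow). These p-values are not strictly exact, because the WT reference was kept fixed and holds the WT scores near 0. The p53-/- call was lost with no low-value filter (0.03, p = 0.46 by the same exact test), with genes of average log2 CPM of at least 3 (0.11, p = 0.11) and centred on chromosome 9 outside the region (0.02, p = 0.71).

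Of the 114 region genes, 51 were higher and 12 lower in Rag2-/-p53-/- than in p53-/- (44.7% higher against 12.1% of other genes, Fisher's exact p = 8.4e-18). Against WT, 52 were higher and 12 lower in Rag2-/-p53-/- (Fisher's exact p = 2.4e-15), and 13 higher and 6 lower in p53-/- (0.42). Beside the exact permutation tests of the score, camera across genes gave p = 8.9e-07 between tumour genotypes, 1.8e-07 for Rag2-/-p53-/- vs WT and 0.16 for p53-/- vs WT, and 0.084, 0.069 and 0.59 with an estimated correlation, where none passed. With fry, p was 6.6e-05, 4.0e-05 and 0.24 in the same order. Chromosome 9 genes outside the region differed by -0.07 between tumour genotypes (exact permutation p = 0.48).

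**Figure D2:**
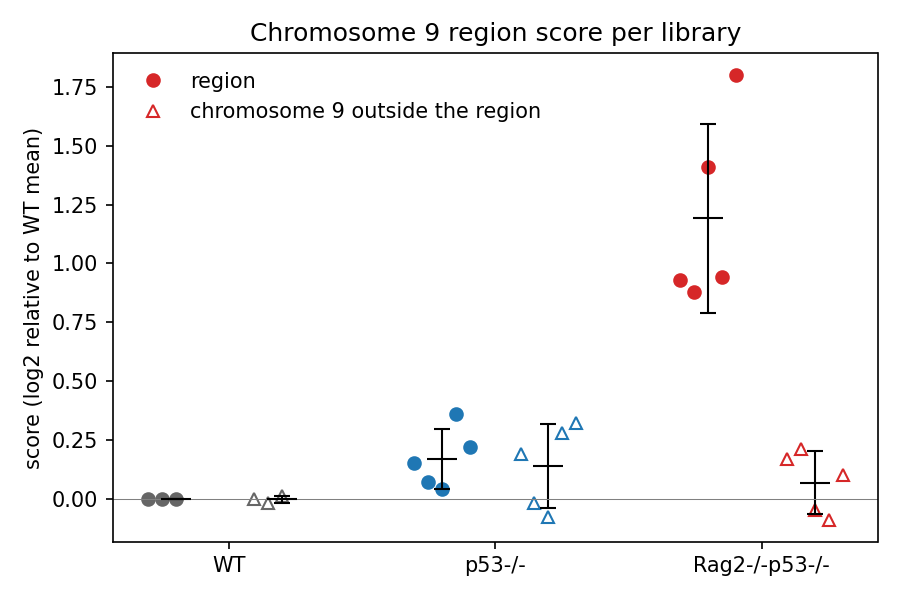
Score of each library (vertical axis, log2 relative to the WT mean) by genotype, for the chromosome 9 region (filled circles) and for chromosome 9 outside it (open triangles), with bars for the mean and SD. The 5 Rag2-/-p53-/- region scores lie between 0.88 and 1.80, and those of p53-/- between 0.04 and 0.36.

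Among the 11 cancer genes of the region, of which 10 were tested, 7 were higher in Rag2-/-p53-/- than in p53-/- lymphomas, both over all genes and adjusted over the list alone. The study picked this list and read it in these samples, so its direction is not independent evidence. Ddx6, an RNA helicase gene (9, 44604892 to 44640731), went from 5469 ± 1162 to 32185 ± 14360 (log2 2.48, SE 0.25; limma adjusted p = 1.0e-05). Ets1, a lymphoid transcription factor gene (9, 32636221 to 32757820), went from 19449 ± 6517 to 70607 ± 18036 (1.88, SE 0.23; limma adjusted p = 3.1e-05). Hinfp, a regulator of histone genes, rose by 1.62, Pafah1b2 by 1.51, the ubiquitin ligase gene Cbl by 2.06 and Fli1 by 1.24. Kmt2a, a histone methyltransferase gene rearranged in leukaemia, rose by 1.95 (SE 0.44; limma adjusted p = 0.0027). Its libraries were at 9834, 6999, 17861, 16145 and 61167 normalized counts, against 3358 to 5856 in p53-/-. After removal of the GC and length trends Pafah1b2 (0.85) and Fli1 (0.81) were no longer past the fold threshold and Pcsk7 (0.98 before, 1.49 after) was newly called, so 6 were higher.

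Against WT, 4 of these genes were higher in Rag2-/-p53-/- (Pafah1b2 by 1.68, Ddx6 by 1.52, Hinfp by 1.34 and Ets1 by 1.25) and Arhgap32 was lower (log2 -4.85). Kmt2a was at 8410 ± 1601 in WT, a log2 fold change of 0.99 (SE 0.51, limma adjusted p = 0.12). It was therefore not called against WT here, while the study counted it among genes overexpressed against both p53-/- tumours and WT. The list passed camera in Rag2-/-p53-/- vs WT (adjusted p = 0.033, and 0.42 with an estimated correlation) and between tumour genotypes (0.001, and 0.67). In p53-/- vs WT, Cbl (-1.78) and Arhgap32 (-4.28) were lower and the list passed in the lower direction (camera adjusted p = 0.041, and 0.46 with an estimated correlation). After removal of the GC and length trends the list no longer passed in p53-/- vs WT (camera adjusted p = 0.094). Without that removal the median of the list was -0.74 while the score of the whole region was 0.17, so the signs differ. Before that removal Pcsk7 (limma adjusted p = 6.3e-05 between tumour genotypes, but under the fold threshold) was not called in any comparison, nor was Arhgef12, and Kcnj5 was at 0 in all tumours and not tested.

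Among region genes with an average log2 CPM of at least 2 whose libraries did not overlap between the tumour genotypes, predicted genes left out, the largest increases were in Scn2b, a sodium channel subunit gene (427.0 ± 298.9 to 3940 ± 1965, log2 3.76), Ddx6, Tmem218 (2.26), Chek1 (1592 ± 417.3 to 7769 ± 3423, 2.24), Mpzl3 (2.16) and Cbl. In windows of 2 Mb, raised levels were not limited to the region. Between 22 and 24 Mb the medians relative to WT were 2.46, 0.84, 1.21, -0.26 and 2.11 in the 5 Rag2-/-p53-/- lymphomas and 0.20 to 0.78 in p53-/-. Between 14 and 16 Mb the medians were 1.80, 1.19, 1.13, 0.89 and 0.16 in Rag2-/-p53-/-, and -0.03 to 0.59 in p53-/-. Within the region, between 40 and 42 Mb, they were -0.99, -1.29, 0.52, -1.41 and 0.07 in Rag2-/-p53-/-, so not every part of it was raised.

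**Figure D3:**
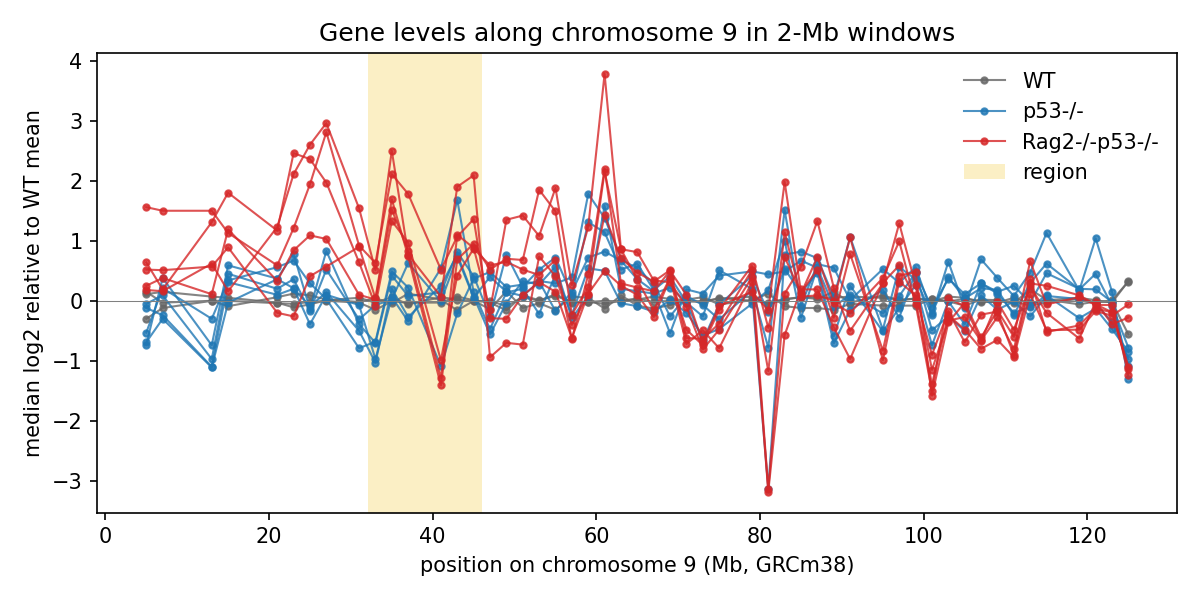
Median log2 value relative to the WT mean (vertical axis) of tested genes in 2-Mb windows along chromosome 9 (horizontal axis, Mb on GRCm38), with 1 line per library and the region shaded. In the window from 34 to 36 Mb the Rag2-/-p53-/- lymphomas reach 1.33 to 2.50 and the p53-/- lymphomas 0.02 to 0.49.

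Over all 16010 tested genes, those of the region included, 1980 were higher and 3020 lower in Rag2-/-p53-/- than in p53-/-. After removal of the GC and length trends 1281 were higher and 2032 lower. Of the original calls 937 and 1696 were kept, so 43.8% of the lower calls were lost. With each column scaled to the same total, which moved the median of all genes by -0.28, there were 1219 higher and 3959 lower, a share of higher calls of 23.5% in place of 39.6%. By the same naming rule the largest increases were in Ifi202b (1.40 ± 1.34 to 6799 ± 3681, log2 10.87, limma adjusted p = 2.9e-08), Fgf13, a growth factor family gene (6.33), and Fbp1, a gluconeogenesis enzyme gene (5.23). Tpm3-rs7 (5.67), Hmga1-rs1 (5.44) and Pcna-ps2 (5.33) were also higher, and they are near-identical copies of other genes, so their values are uncertain. The largest decreases were in the Wnt receptor gene Fzd10 (log2 -7.57), Scand1 (-7.19), the metallothionein genes Mt1 (-6.74) and Mt2 (-5.92), Jund (-6.49) and the ribosomal protein gene Rpl29 (-5.86). The Rpl29 value is uncertain, because its near-identical copy Gm15459 rose from 256.8 to 9560.2 as Rpl29 fell from 8078.6 to 136.8. After removal of the GC and length trends these decreases were -6.83, -4.48, -6.28, -5.03, -4.10 and -4.25.

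Trp53 was lower in Rag2-/-p53-/- than in p53-/- lymphomas (log2 -1.47, SE 0.16; limma adjusted p = 1.5e-05), and Rag2 and Rag1 were not called (0.73 and 0.97). Il2ra was higher, at 5417 ± 6447 against 76.40 ± 63.99 (log2 4.92, SE 1.11; limma adjusted p = 0.0028), but its libraries were at 1114, 90, 13561, 1063 and 11255, and Rag2-/-p53-/- 2 lay within the p53-/- range (19 to 160). The T cell genes Il7r, Sell, Tcrg-C4, Cd3d and Dntt were higher by 3.40, 3.30, 4.41, 1.65 and 1.06. The rises of Il7r (556, 89, 3720, 4803 and 7561), Sell (952, 1537, 18146, 17499 and 21017) and Tcrg-C4 (330, 40, 2923, 2134 and 2031) came mainly from Rag2-/-p53-/- 3, 4 and 5, and Rag2-/-p53-/- 2 overlapped p53-/- in all 3 genes. Rag2-/-p53-/- 3, 4 and 5 also lay apart on the second principal component (50.1, 37.7 and 61.6, against -11.5 and -36.6 for Rag2-/-p53-/- 1 and 2) and are the libraries with high Xist. They also had the lower medians of genes with a GC content over 0.6 (-1.46, -1.56 and -1.67, against -1.09 and -1.04). These rises therefore cannot be separated from a difference between libraries or in the sex of the animals, which the labels do not give. Xist was also present in p53-/- 3 (12010), where Il7r (327), Sell (251) and Tcrg-C4 (12) lay within the range of the other p53-/- libraries. Cd3d lies in the chromosome 9 region. Cd8b1 (-1.62), Cd4 (-1.61), Trac (-1.65), Gata3 (-1.47) and Klf2 (-3.72) were lower. Cdkn2a was lower (-2.29, limma adjusted p = 1.8e-04), but at a GC content of 0.602 its change was -0.72 and not called after removal of the GC and length trends. Ccnd1 was lower by the same test (-1.82, and -1.83 after that removal).

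DNA break repair and checkpoint genes were higher in 6 of 20 (camera adjusted p = 0.0012; adjusted p = 0.67 with an estimated correlation). They included Chek1, Atm (2.03), Brca1 and Xrcc6 (1.56 each), and Chek1 and Atm lie on chromosome 9. After removal of the GC and length trends the list no longer passed (camera adjusted p = 0.10) and its median went from 0.63 to 0.15. Dissociation stress genes were lower in 9 of 10 (camera adjusted p = 0.0032; adjusted p = 0.67 with an estimated correlation), with the heat shock genes Hspa1b at -5.21 and Hspa1a at -4.40 and Junb at -4.79. After the correction 4 were called lower, with a median of -2.62 in place of -3.13.

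No other list passed camera between the tumour genotypes, and none did with an estimated correlation. B cell markers were lower in 5 of 8 (camera adjusted p = 0.051, and 0.019 after removal of the GC and length trends, where no further list outside those above passed), macrophage markers in 4 of 10 (0.11), fibroblast markers in 4 of 7 (0.22), dendritic cell and MHC class II markers in 3 of 7 (0.22) and erythroid markers in 3 of 5 (0.18). SP genes were higher in 2 and lower in 4 of 10 (camera adjusted p = 0.59), DP genes higher in 1 and lower in 2 of 10 (0.70), early progenitor genes higher in 1 and lower in 3 of 14 (0.41), and TCR and CD3 genes higher in 4 and lower in 2 of 13 (0.41). Interferon genes were higher in 1 and lower in 3 of 11 (camera adjusted p = 0.41), p53 targets lower in 5 of 16 (0.45), and T cell lymphoma genes higher in 1 and lower in 4 of 17 (0.73). Cell cycle genes were higher in 1 and lower in 1 of 21 (camera adjusted p = 0.25), MYC genes higher in 2 and lower in 1 of 15 (0.31), and 0 of 7 KMT2A targets were called (0.73). Notch genes (1 of 8 higher, camera adjusted p = 0.54), V(D)J factors (1 of 3 higher, 0.27), granulocyte (1 of 4 lower, 0.41), thymic epithelial (2 of 8 lower, 0.41), endothelial (1 of 3 lower, 0.59) and NK markers (1 higher and 2 lower of 7, 0.73) did not pass. Adjusted over the list alone, counts matched, except for 5 SP genes lower, 0 Notch genes, 1 B cell marker higher and 4 erythroid markers lower. With the GC and length trends removed, 3 Notch genes were higher, and 0 thymic epithelial and 1 erythroid marker were lower.

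The genome was scanned in 433 bins of 5 Mb. Camera called 32 bins higher and 25 lower in Rag2-/-p53-/- vs WT, 10 and 13 in p53-/- vs WT, and 66 and 45 between the tumour genotypes. Higher bins in the last comparison had a median GC content of 0.446 and lower bins of 0.541, and after removal of the GC and length trends 6 and 12 bins were called. Of the 4 bins that overlap the region, the bin from 35 to 40 Mb was higher between tumour genotypes (median log2 1.30, camera adjusted p = 7.3e-05, and 5.7e-04 after the removal). The bin from 40 to 45 Mb was too (0.68, camera adjusted p = 0.03, and 0.0043). With an estimated correlation 0 bins passed in any comparison. The bin with the smallest camera adjusted p against WT in both tumour genotypes was on chromosome 14 from 50 to 55 Mb, where 114 of the 176 tested genes are antigen receptor genes (median log2 -3.40 in Rag2-/-p53-/-, 2.1e-10, and -2.50 in p53-/-, 1.1e-11).

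A score for each whole chromosome was compared in the same way as that of the region. Chromosome 14 differed from WT by 0.21 in Rag2-/-p53-/- (exact permutation p = 0.036) and by -0.08 in p53-/- (0.43). Its score includes the antigen receptor genes named above, which were lower in both tumour genotypes and pull it down. A score near 0 therefore does not argue against a gain of chromosome 14. Chromosome 15 differed by 0.28 (exact permutation p = 0.036) and 0.34 (0.11). As for the region score, the WT reference was kept fixed, so these p-values against WT are not strictly exact. After Benjamini-Hochberg adjustment over 57 tests no chromosome passed, and the smallest adjusted value of these permutation tests was 0.097.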

Values the study reported

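The study reported amplification of a region of approximately 18 Mb on chromosome 9 in RAG2-deficient lymphomas, with 3 to 12 copies. It found the amplification in 10 of 12 such tumours (83.3%). It listed 11 putative or known cancer genes in the amplicon, of which 7 were differentially expressed in these tumours. The genes of its heatmap were chosen from the comparison with WT. It gave 5 genes as overexpressed relative to both p53-/- tumours and WT thymocytes: Ddx6, Ets1, Hinfp, Kmt2a and Pafah1b2. Gains of chromosomes 14 and 15 were reported in more than 50% of metaphases of both tumour types.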

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

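The tests of shallow sequencing, of a genotype effect on GC-rich transcripts, of GC bias in the chromosome 9 region and of processed copies were chosen after those results were seen, and the others before the data were examined.

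In 5 of the 114 groups of 5 libraries examined, 1 library lay far from the other 4, against 5.7 expected by chance. The chromosome 12 score was -0.28 in p53-/- 5 (others 0.09 to 0.20) and 0.81 in Rag2-/-p53-/- 5 (others 0.34 to 0.41). The chromosome 18 score was 0.43 in Rag2-/-p53-/- 5 (others 0.22 to 0.27). The median of SP and mature T cell genes relative to WT was -4.84 in p53-/- 4 (others -4.09 to -3.82), and that of B cell markers was -1.61 in p53-/- 5 (others -3.01 to -2.75).

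Tested directly against each other, the tumour genotypes differed by 1.03 in the region score (exact permutation test) and by 5000 genes past the limma threshold. The lists with a camera call between them were the amplicon cancer genes (median log2 1.56), DNA break repair and checkpoint genes (0.63) and dissociation stress genes (-3.13). None of the 3 passed with an estimated correlation (adjusted p = 0.67 each in camera), and the repair list did not pass after removal of the GC and length trends (median 0.15).

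Transcripts rich in GC were low in all 5 Rag2-/-p53-/- libraries. Within ribosomal protein and proteasome families (191 genes), whose members are made in fixed proportion, Spearman's rho of GC content with log2 change was -0.44 (bootstrap interval -0.55 to -0.32), which a GC-dependent yield of the libraries would give. Shallow sequencing is argued against only for the 2 resolved Rag2-/-p53-/- libraries, where the smallest estimate was 33.8 M reads. Rag2-/-p53-/- 1, 3 and 5 had no estimate. Genes above 0 numbered 17421 to 19227 in the Rag2-/-p53-/- libraries. That is near the shallow p53-/- 5 (18775) and WT 2 (17710) and below WT 3 (22150). Depth therefore remains open for the libraries without an estimate. A genotype effect on transcription cannot be told apart from a library effect, because 0 libraries of another genotype were as low and no batch is tied to the samples. A lower yield of GC-rich fragments may therefore explain part of this pattern, and removal of the GC and length trends together kept 937 of the 1980 higher and 1696 of the 3020 lower calls.

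The chromosome 9 region was higher in all 5 Rag2-/-p53-/- lymphomas than in any p53-/- lymphoma. GC content or length bias as the whole cause is argued against by the corrected difference of 0.95, a few strongly raised genes by the 67.5% of tested genes above a log2 change of 0.3, and a gain of all of chromosome 9 by -0.07 outside the region. A different mix of strains in the tumour lines, both of mixed background, was not tested for the region. A gain of copies of the region may explain the pattern. The RAG2-deficient tumours sequenced here carry the names of lymphomas in which the study reported amplification of this region. DNA was not analysed here, so a gain of copies as the cause of the higher level remains a hypothesis. The level outside the region was also above all p53-/- lymphomas in 4 of the 5 between 22 and 28 Mb. The same held for 4 of the 5 between 14 and 16 Mb, so the borders of the raised stretch were not resolved.

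Processed pseudogenes were called higher in Rag2-/-p53-/- than in p53-/- in 161 of 588 tested (27.4%), against 7.1% of coding genes of the same levels (Fisher's exact p = 6.4e-42). Reads of parent genes counted at their processed copies would give this excess. GC or length bias is argued against, because 95.7% of the raised copies were still past the threshold after correction. Gm15459 went from 256.8 to 9560.2 normalized counts, a gene chosen after its values were seen. Shared reads may thus explain it, but the share of counts on such copies did not follow genotype alone (0.283% in p53-/- 5 and 0.193% in WT 2, against 0.221 to 0.356% in Rag2-/-p53-/-), and no biological explanation was tested.

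For the gene counts, 1 of 56 splits of the libraries was as large as the real one in each comparison with WT, and 1 of 100 between the tumour genotypes. For the counts over all genes, chance is therefore excluded at 0.05. The other splits mix the genotypes, and their counts of all genes and of region genes fell together. The region counts thus do not test the region by itself. In p53-/- vs WT 11.4% of region genes were higher, against 9.2% of other genes (Fisher's exact p = 0.42). The real numbers and the highest of the other splits were 2352 and 408 higher, 3428 and 309 lower, and 52 and 2 region genes for Rag2-/-p53-/- vs WT. They were 1482 and 553, 2048 and 341, and 13 and 3 for p53-/- vs WT, and 1980 and 290, 3020 and 306, and 51 and 3 between the tumour genotypes. For the overlap, 1 of 100 regroupings gave as many shared genes (2071, highest other 1738), a count with many shared genes in other groupings too.

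For camera results chance was not excluded. For the region, 14 of 56, 21 of 56 and 14 of 100 splits gave a p as small, with the smallest of the other splits at 4.0e-13, 0.025 and 1.3e-09 (gene-set tests compared by permutation of the libraries). For the number of lists past the threshold, 3 of 56 (14 lists, highest other 15), 4 of 56 (14, 15) and 71 of 100 splits (3, 12) were as large. For bins they were 32 of 56 (57 bins, highest other 113), 46 of 56 (23, 99) and 7 of 100 (111, 149). The other splits mix the genotypes, so their calls can carry genotype differences. Why some of them called more lists or bins than the real one was not tested.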

How the results depend on the processing

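Scaling to the same total, the GC and length correction, the pseudocounts of 10 and (outside the set tests) 0.5, robust variance estimation, the group-mean reference and the removal of the 2 shallowest libraries were chosen after the data were seen. Settings that need raw counts (trimmed-mean factors, the quasi-likelihood and count-based Wald fits and voom weights) were not run; rescaling of the columns, limma, array weights and the authors' table stood in for them. No paired analysis was possible because tumours are numbered in accession order and nothing links them.

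The region score kept its direction in every comparison and setting run, but not its size. With no low-value filter it fell from 1.03 to 0.59 between tumour genotypes and from 1.19 to 0.62 for Rag2-/-p53-/- vs WT, as that setting adds genes near 0. Between tumour genotypes it was past the threshold in all of them except over all genes of chromosome 9. Of 265 named gene calls, rescaling by median of ratios kept 265, the GC correction 235, removal of the 2 shallowest libraries 227 and the fold-1.5 test 201. Of the 175 calls against WT, 159 were kept in the authors' table.

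With each column scaled to the same total, 1219 genes were higher between tumour genotypes. With the GC and length trends removed these were 1281, and the bins called were 31 for Rag2-/-p53-/- vs WT and 18 between tumour genotypes. E2f1 and Rrp9, called lower without this correction, changed sign there (0.02 and 0.07). The removed trend is the cause by construction.

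In p53-/- vs WT, 2226 genes and 20 region genes were higher with array quality weights and 2429 genes in the authors' table, which also gave 1056 genes higher in both tumour types; the cause was not tested. With no fold cutoff 3557, 2384 and 3657 genes were higher in Rag2-/-p53-/- vs WT, p53-/- vs WT and between tumour genotypes, and 1318 in the overlap. The limma test against a fold of 1.5 gave 603 higher, 970 lower and 5 region genes in p53-/- vs WT, 1240 higher and 1786 lower between tumour genotypes, and 289 and 733 in the overlap. A looser or stricter threshold explains these counts.

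Without receptor genes and X and Y, 14 bins were called in p53-/- vs WT, and with bins of 10 Mb 12. Bins of 10 Mb are fewer. The other setting removes genes that made up called bins, as 4 of the 13 lower bins there were rich in receptor genes. The cause of either change was not tested. With an estimated correlation between genes the region no longer passed camera (0.069 in Rag2-/-p53-/- vs WT and 0.084 between tumour genotypes, beside the exact permutation p of the score). List calls were then 0, 1 and 0 and bin calls 0, 0 and 0, so the set calls depend on the preset correlation. With fry, 12 lists passed between tumour genotypes; the cause was not tested.

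The exact permutation test of the p53-/- vs WT score no longer passed with no low-value filter (score 0.03, p = 0.46), at an average log2 CPM of at least 3 (score 0.11, p = 0.11) or centred on chromosome 9 outside the region (score 0.02, p = 0.71); the cause was not tested. Over all genes of chromosome 9 the scores were 0.18, 0.15 and 0.03 for Rag2-/-p53-/- vs WT, p53-/- vs WT and between tumour genotypes. Without the 2 shallowest libraries the scores against WT were 1.25 and 0.18, neither past the threshold, because 2 WT libraries are too few for a smaller p, and 7 region genes were higher in p53-/- vs WT.

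With each replicate left out in turn, scores against WT ranged from 1.04 to 1.27 and from 0.12 to 0.20, and did not pass whenever 1 of their own 8 libraries was missing, since the smallest possible exact p was then 0.095 or 0.057. Between tumour genotypes the score stayed between 0.88 and 1.11. Lists called between tumour genotypes ranged from 3 to 5 (5 without p53-/- 4) and bins in p53-/- vs WT from 15 (without WT 2) to 30. Higher and lower genes ranged from 1993 to 2422 and 2920 to 3495 in Rag2-/-p53-/- vs WT, 1027 to 1556 and 1376 to 2102 in p53-/- vs WT, and 1762 to 2193 and 2615 to 3129 between tumour genotypes. Among the 9 libraries with a read estimate, depth limits low values in WT 2 and p53-/- 5 most.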

Other observations

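All tests in this part were set before their results were seen, except the sums over receptor segments, which were compared after their values were seen.

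Of 7 overlapping classes of antigen receptor transcripts (T cell receptor V segments include Trav and Trbv segments), 4 differed between the tumour genotypes. Summed over 22 Trbv segments they were at 19368 ± 685.1 normalized counts in WT (n = 3), 5614 ± 3063 in p53-/- (n = 5) and 139.8 ± 76.17 in Rag2-/-p53-/- (n = 5), a log2 difference of -4.94 between tumour genotypes (exact permutation p = 0.0079, adjusted 0.014, lower in 5 of 5). Immunoglobulin V segments were at 1037 ± 338.3, 108.0 ± 89.56 and 1.40 ± 1.52. T cell receptor J segments went the other way, at 2501 ± 310.4, 565.4 ± 435.5 and 4981 ± 2166, higher by 3.42 in Rag2-/-p53-/- than in p53-/- (exact permutation p = 0.0079, adjusted 0.014). Trav segments, at 600.6 in p53-/- and 841.8 in Rag2-/-p53-/-, did not pass (log2 0.40, exact permutation p = 0.61). T cell receptor constant genes, a class of only 2 genes, did not pass either (log2 0.36, exact permutation p = 0.37). The same held for immunoglobulin constant genes (log2 -1.40, exact permutation p = 0.095).

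Of 15754 eligible genes, 15 were at 100 or more normalized counts in every library of 1 tumour genotype and at 10 or fewer in every library of the other. They included Ifi202b and Rxfp1 (2.2 in p53-/-, 3081.0 in Rag2-/-p53-/-) and, in the other direction, Cited4 (362.0, 0.4) and Myzap (450.0, 2.4). All 15 still passed after removal of the GC and length trends (0 lost), but this does not exclude a GC-dependent yield, because the smallest log2 change in the set was 5.19 and the correction moved 95% of tested genes by at most 1.26. A difference in strain background may explain such genes, but 2 of them had another within 2 Mb, against a median of 0 and a 95% bound of 2 in random sets, so this cannot be told apart from chance. Those 2 are processed pseudogenes near 22 Mb on chromosome 9.

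Alleles carried along with the targeted loci would raise the share of changed genes around them. Within 10 Mb of Rag2, 26 of 87 tested genes (29.9%, exact interval 20.5 to 40.6) passed between tumour genotypes, against 31.2% elsewhere (Fisher's exact p = 0.91). Within 10 Mb of Trp53, 34 of 314 (10.8%, 7.6 to 14.8) moved in 1 direction in both tumour types, against 13.2% elsewhere (Fisher's exact p = 0.24). Neither share was above that elsewhere, and the intervals leave an excess open.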
